A study of Arabidopsis thaliana with 46 samples. Its data were reported in "Network Walking charts transcriptional dynamics of nitrogen signaling by integrating validated and predicted genome-wide interactions" (2019).

How the data were processed

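The series holds 46 RNA-seq libraries from Arabidopsis thaliana roots and root protoplasts (ecotype Col-0, seedlings aged 10 days), which the labels place in 14 groups of 3 or 4 replicates. The libraries belong to 3 experiments. In the TARGET assay, root protoplasts were transfected with a vector that expresses a transcription factor (TF) fused to a piece of the glucocorticoid receptor, or with an empty vector (EV). Dexamethasone (DEX) then releases the fusion protein into the nucleus, and cycloheximide (CHX) blocks translation, so that genes that need newly made protein for their response are kept from changing. Transfected cells were collected by fluorescence-activated cell sorting. The N-dose experiment (18 libraries) compared the TGA4 vector with EV at 3 N doses named by their total N in mM, where 0N cells received KCl (20 mM), 5N cells received KNO3 (5 mM), and 60N cells received both KNO3 and NH4NO3 (20 mM each), each with 35 µM CHX and 10 µM DEX. The CHX experiment (12 libraries) compared the same vectors with and without 35 µM CHX. The N dose of the CHX experiment is not part of its labels. Per the methods, its cells received the N supply of 60N. The root and protoplast experiment (16 libraries) compared 0N with 60N in whole roots and in protoplasts without CHX or DEX. Per the methods, these protoplasts were transfected with EV and sorted, and the whole-root plants were slightly older than the age in the labels.

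Each library has one deposited table of whole-number counts per gene, not normalized by the authors. Per the study's methods, the authors aligned reads to the TAIR10 genome with TopHat2 and counted reads per gene with GenomicFeatures and GenomicAlignments. How reads that overlap more than one gene were counted, and which annotation version was used, was not stated, so reads of near-identical genes can be split or lost in a way that the tables do not show. The methods name a NextSeq instrument for the protoplast assays, and give no other instrument for the root and protoplast experiment. Seedlings for whole roots were grown in liquid medium, and those for protoplasts on plates. The deposited count tables have different gene sets. The N-dose libraries and the root and protoplast libraries list 33016 gene IDs, of which 4843 are annotated as pseudogenes. The CHX libraries list 33341 IDs, of which 1 is a pseudogene and 5611 are noncoding. The sets share 28163 IDs. In both sets, no gene of the organelles has a count. Gene symbols and coordinates were taken from the RefSeq annotation of the TAIR10.1 assembly, which matched 99.33% and 99.15% of the IDs. Coordinates in the report are TAIR10.1 coordinates of that annotation, counted from 1, and the authors' TAIR10 tables hold no coordinates.

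Groups and replicate numbers were taken from the labels. Counts were analysed within each experiment with edgeR 4.0.16 in R 4.3.3, using trimmed mean of M-values (TMM) scaling, the filterByExpr filter on the groups, a model with one mean per group, and the quasi-likelihood F-test. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed (DE). After filtering, 18342 genes were tested in the N-dose experiment, 18674 in the CHX experiment and 21007 in the root and protoplast experiment. A standard error (SE) of a log2 fold change was computed as the absolute log2 fold change divided by the square root of F. The CHX response over 5-fold came from an additive model of vector and CHX over the 12 libraries. Its genes were taken out of the lists of TGA4 targets, and the TGA4 gene itself, which the vector carries, was left out of these lists. The list comes from the CHX gene set, and 16616 of the 18342 genes tested in the N-dose experiment were tested there. The others, of which 270 have no ID there, could not be on it. The TGA4 by CHX, TGA4 by N and tissue by N differences were tested as interaction contrasts, the TGA4 by N test having 2 degrees of freedom. EV libraries at 60N and EV libraries with CHX were compared in a fit of their own over the shared IDs. Overlaps of gene lists were tested with the one-sided Fisher's exact test for more overlap, among the genes tested in both. The motif was tested with the two-sided test. Genes are not independent replicates, so these p-values describe the lists. The study's model had a batch term. No batch is given in the labels, so none was fitted. Values per library are counts per megacount (CPM) of the TMM-scaled total, and fold changes carry the prior count that edgeR adds.

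Replicate numbers come from the labels and are shared by the groups of an experiment. The main models have no replicate block, and each was also fitted with the replicate number as a block. Whether the numbers pair the libraries was checked with the correlation, across genes, of the deviations of same-numbered libraries from their group means. Deviations cancel within a group, so the value given for differently numbered pairs is nearly fixed by the same-numbered value. It is not a separate reference. Genes named in the report were picked by a rule. For TGA4 targets, they are the 5 induced and 5 repressed genes with the largest mean log2 fold change over the 3 N doses among genes called in the same direction at each dose, with a mean of at least 5 CPM and no overlap between TGA4 and EV libraries at any dose. For the CHX response and for the N response of roots and protoplasts, 3 genes per direction were picked in the same way, and for each interaction the 3 genes with the smallest p. The 33 TFs and the 25 housekeeping genes are those of the study, and a further list of 17 genes of N uptake, assimilation and signaling (TGA4 included) was written down in advance. At most 2 IDs without a symbol are named per direction. Grouping, tests, this rule and the alternatives (DESeq2 1.42.0 with its size factors, edgeR with RLE size factors, no filter on low counts, at least 10 counts in every library, a replicate block, an absolute log2 fold change of at least 1, fits of the 2 groups alone, CHX-responsive genes kept, leaving out each library or replicate number in turn, and other motif settings) were fixed before the data were examined. The fits of the motif result under the other tests and filters, and the repeats of derived results without the library labelled EV_60N replicate 1, were added afterwards.

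The models were tested on simulated data with the library sizes of the real libraries. Each gene had its mean over all libraries of the experiment in every group, so the real differences between groups were absent. The changed genes were drawn from those with a mean of at least 5 CPM without TMM scaling. Of 200 genes changed 3-fold, the edgeR fits without a replicate block recovered 163 to 200 (162 for TGA4 by CHX with a block), and comparisons without simulated change had 0 calls. In comparisons with simulated change, these fits also called up to 19 unchanged genes (EV between experiments, beside 194 recovered). For TGA4 targets with CHX they called 17, beside 192 recovered. Total counts per library, in megacounts (M), ranged from 7.84 to 16.2 M in the N-dose experiment, from 2.40 to 8.18 M in the CHX experiment and from 9.68 to 17.5 M in the root and protoplast experiment. A floor of 3 counts corresponds to 0.185 to 0.383 CPM, 0.367 to 1.25 CPM and 0.172 to 0.31 CPM. Reads carried no molecular identifiers, so floors and intervals cover counting error only. Among 54 pairs of replicates, 0 had identical counts, and their chi-square per degree of freedom over genes lay between 2.12 and 27.2, so no library was a copy of another of its group. Per the methods, replicates of the N-dose and CHX experiments are wells split from the same transfected cells of a vector. They were counted as replicates, and their spread does not cover variation between transfections. Random lists matched on mean expression were drawn from 20 expression bins. The figures were drawn with matplotlib.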

Results

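To follow the regulation of genes by the TF TGA4 and by nitrogen (N) in root cells, 46 poly(A) RNA-seq libraries were compared. Protoplasts transfected with EV or with the TGA4 vector were assayed at 0N, 5N and 60N in the presence of CHX (EV_0N, EV_5N, EV_60N, TGA4_0N, TGA4_5N and TGA4_60N, n = 3 each), and without or with CHX (EV_mChx, EV_pChx, TGA4_mChx and TGA4_pChx, n = 3 each). Whole roots and sorted protoplasts, which by the methods carried EV, were assayed at 0N and 60N, by the labels without CHX or DEX (Root_0N, Root_60N, Protoplast_0N and Protoplast_60N, n = 4 each). The mean total was between 8.44 M counts (M, megacounts) (TGA4_5N) and 12.2 M (EV_60N) per library in the N-dose groups, and between 12.2 M (Protoplast_60N) and 15.9 M (Root_0N) in roots and protoplasts. The CHX experiment was shallower, with group means of 4.46 M for EV_mChx, 6.18 M for EV_pChx, 2.91 M for TGA4_mChx and 4.10 M for TGA4_pChx, and the floor of 3 counts was 1.25 CPM in its smallest library. Between 20209 and 24729 genes had at least 1 count in a library of the CHX experiment, against 20718 to 22851 in the N-dose experiment. The first principal component of log2 CPM held 70.5% of the variance in the CHX experiment and 90.6% in the root and protoplast experiment, and separated libraries by CHX and by tissue. In the N-dose experiment it held 32% and separated the TGA4 from the EV libraries.

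The TGA4 transcript was examined first, since the vector carries this gene. TGA4 (AT5G10030) lies on chromosome 5 at 3137289 to 3144269 (minus strand, 5 annotated transcripts with up to 9 exons). In EV libraries its mean was 32.9 ± 0.741 CPM at 0N, 48.3 ± 4.18 CPM at 5N and 47.5 ± 13.3 CPM at 60N (SD, n = 3). The TGA4 libraries held 6323 ± 450 CPM, 6390 ± 369 CPM and 5241 ± 76.4 CPM at the same doses (SD, n = 3). In the CHX experiment, EV libraries held 33.8 ± 4.41 CPM without CHX and 45.4 ± 1.54 CPM with CHX, and TGA4 libraries 10232 ± 1750 CPM and 24460 ± 1987 CPM (SD, n = 3). The log2 fold change against EV was 7.59 ± 0.20 at 0N, 7.05 ± 0.20 at 5N, 6.78 ± 0.19 at 60N, 8.23 ± 0.18 without CHX and 9.07 ± 0.18 with CHX (SE). Each of these differences had an adjusted p of at most 3.75e-15, from edgeR's quasi-likelihood test. With the replicate number as a block, the value at 60N was 6.79, and leaving out each replicate number in turn moved it from 6.57 to 6.96. Counts of the vector's transcript and of the endogenous gene are not separated in these tables. Every TGA4 library was thus far above every EV library, and the vector labels were used as given. By the methods, the replicates of each vector in an experiment are wells split from the same transfected cells. Within either experiment, differences between vectors thus cannot be told apart from differences between transfections. The methods describe separate transfections for the N-dose and CHX experiments. Of the 122 targets called both at 60N and with CHX, 120 changed in the same direction, which argues against a transfection difference for those genes. Most of the 1108 targets at 60N tested in both were not called with CHX and remain open to it.

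**Figure D1:**
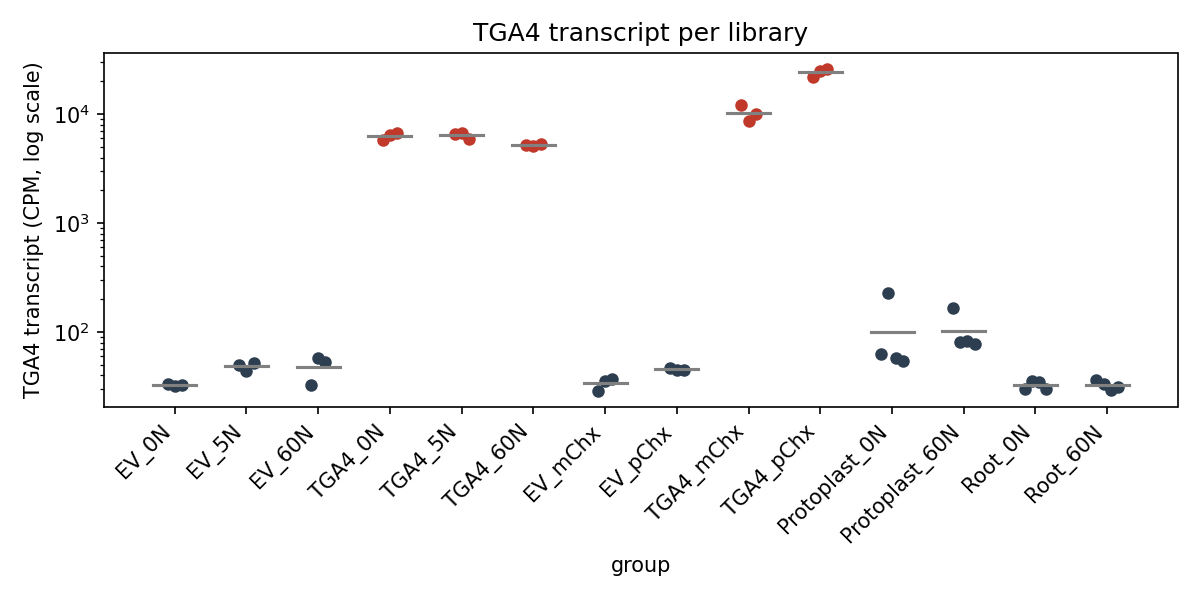
TGA4 transcript in each of the 46 libraries, in CPM on a log axis, by group, with the group mean as a grey line. Libraries of the TGA4 vector (red) lie between 5161 and 25994 CPM, libraries labelled EV between 28.9 and 57.4 CPM, and the protoplast libraries without CHX or DEX between 54 and 228 CPM.

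The effect of CHX itself was measured because genes that respond to the inhibitor cannot be read as targets. In EV protoplasts, 8979 of 18674 tested genes (48.1%) were DE between plus and minus CHX, 4407 induced and 4572 repressed. In TGA4 protoplasts, 8578 genes were DE (4367 induced and 4211 repressed), and 7033 genes were shared, 7029 of them in the same direction. The changes correlated with r = 0.926 across the genes DE in either vector. With a replicate block, the counts were 9173 and 8743. The alternative that moved these counts most was an absolute log2 fold change of at least 1, with 4216 and 4364 genes. In the additive model, 1288 genes changed over 5-fold, 1197 induced and 91 repressed (1303 with a replicate block). Deviations of same-numbered libraries correlated with r = 0.0379 in this experiment, against -0.019 for differently numbered ones. PROPEP4 (AT5G09980, chromosome 5, 3122731 to 3124003, plus strand) rose from 0.642 ± 0.641 CPM to 203 ± 21.0 CPM in EV (SD, n = 3), a log2 fold change of 8.49 ± 0.24 (SE) in the additive model with adjusted p = 1.51e-18. The unnamed genes AT1G68250 and AT2G04500 rose by 9.32 ± 0.53 and 9.25 ± 0.53 (SE). Both had 0 CPM in every library without CHX, so the size of these changes is set by the prior count. HCD1 (AT4G14440, chromosome 4, 8306590 to 8307934, minus strand) fell from 54 ± 12.7 CPM to 2.02 ± 1.55 CPM in EV (SD, n = 3), with a log2 fold change of -3.88 ± 0.30 (SE) and adjusted p = 1.81e-10. Among genes that met the rule for naming, AT3G26460 (-4.68 ± 0.32, SE) and AT2G18980 (-4.43 ± 0.29, SE) fell furthest.

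A list of housekeeping genes was used in the study to ask whether CHX shifts expression as a whole. Their median absolute log2 fold change under CHX was 0.479, against a mean of 0.555 ± 0.131 (SD) over 10000 random lists of 25 genes matched on mean expression, which placed it at percentile 30.0 of these lists (27.4 with a replicate block). Of the 25 genes, 18 were nevertheless DE, 7 of them induced. AT3G28320 had the largest change, 2.78 ± 0.34 (SE, adjusted p = 2.2e-07). Their median change thus lay within the range of other genes of their expression level, while 72% of them were called against 59% of all tested genes. The scaling places the bulk of genes near no change (median log2 fold change -0.0185), and the random lists share it. A shift common to all genes therefore could not be seen by this percentile.

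To ask which genes TGA4 regulates and whether CHX alters that set, TGA4 was compared with EV at each CHX level. Genes that changed over 5-fold under CHX were removed from the lists of targets. Without CHX, 980 genes were DE, 464 induced and 516 repressed. With CHX, 297 genes were DE, 142 induced and 155 repressed. The lists shared 200 genes, 199 of them in the same direction, which was 67% of the genes called with CHX. With a replicate block, 1228 genes were called without CHX and 452 with CHX. Deviations of same-numbered libraries of the plus-CHX groups correlated with r = 0.136, which largely fixes the -0.0681 of other pairs. The interaction of TGA4 and CHX, for which no genes were removed, was significant for 24 genes (4 higher and 20 lower with CHX, and 10 on the list of over-5-fold CHX responses) and for 31 genes with a replicate block. Of 18674 tested genes, 1236 had an unadjusted p under 0.05, somewhat above the share of 0.05 that chance alone gives. The difference in the number of calls is therefore not matched by a tested difference in effect for most genes. GRX480 (AT1G28480, chromosome 1, 10013434 to 10014256, minus strand), which is on that list, had the smallest p. Without CHX it was at 1.40 ± 0.248 CPM in EV and 17.5 ± 3.06 CPM in TGA4, and with CHX at 462 ± 39.3 CPM and 600 ± 146 CPM (SD, n = 3), where no change was called (adjusted p = 0.204). The difference in log2 fold change was -3.27 ± 0.36 (SE, adjusted p = 0.000108). SIAR1 (AT1G44800, chromosome 1, 16913994 to 16917053, minus strand) differed by -1.71 ± 0.19 (SE, adjusted p = 0.000108) and AT4G37432 by -2.48 ± 0.30 (SE, adjusted p = 0.000259). TGA4 changed SIAR1 by -1.12 ± 0.14 with CHX in this experiment (SE), but by 1.62 ± 0.39 at 0N in the N-dose experiment (SE), which also had CHX. GRX480 changed by 0.38 ± 0.14 with CHX here and by 1.47 ± 0.15 at 0N there (SE). By the methods, cells of the CHX experiment received the N supply of 60N, so these 0N values differ in N dose as well. At the matching dose, SIAR1 was at 6.34 ± 5.25 CPM in EV_60N and 13.7 ± 1.69 CPM in TGA4_60N (SD, n = 3). This was again higher with TGA4, with a wide spread in EV_60N. GRX480 was also higher in each TGA4_60N library than in any EV_60N library. The differences between the experiments were not tested.

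TGA4 targets were next compared across N doses, all in the presence of CHX, to ask whether the N status of the cell changes them. Of 18342 tested genes, 1403 were DE between TGA4 and EV at 0N (875 induced and 528 repressed), 1267 at 5N (845 and 422) and 1249 at 60N (842 and 407). With a replicate block, the counts were 1430, 1246 and 1274, and the deviations of same-numbered libraries in this experiment correlated with r = 0.0258 against -0.013 for other pairs. Requiring an absolute log2 fold change of at least 1 moved the counts most, to 487, 510 and 470. A total of 613 genes were targets in the same direction at all 3 doses, 512 induced and 101 repressed, which is 27.3% of the 2245 genes called at any dose (642 genes with a replicate block). Across these 2245 genes, log2 fold changes correlated with r = 0.891 between 0N and 5N, 0.906 between 0N and 60N and 0.898 between 5N and 60N, and had the same sign in 94.8%, 95.3% and 94.6% of genes. Across all tested genes the correlations were 0.699, 0.731 and 0.688. Genes are not independent replicates, and these values describe the comparison of the 18 libraries. The TGA4 by N interaction was significant for 0 genes, also with a replicate block. An unadjusted p under 0.05 was found for 797 genes, below the share of 0.05 of the 18342 tested that chance alone gives. A simulated 3-fold interaction was recovered for 195 of 200 genes at this depth. The called targets themselves had a median absolute log2 fold change of 0.798, 0.860 and 0.811 at 0N, 5N and 60N, less than 3-fold. Smaller differences between doses were not simulated, so the count of 0 does not exclude them. The genes with the smallest unadjusted p were MYB4 (AT4G38620), LOX5 (AT3G22400) and NAC067 (AT4G01520), each with an adjusted p of 0.605. DESeq2 called 4 genes for this interaction, and edgeR without a filter on low counts 1. The count was also 0 in each of the 18 fits that left out a single library, including the fit without the library labelled EV_60N replicate 1.

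**Figure D2:**
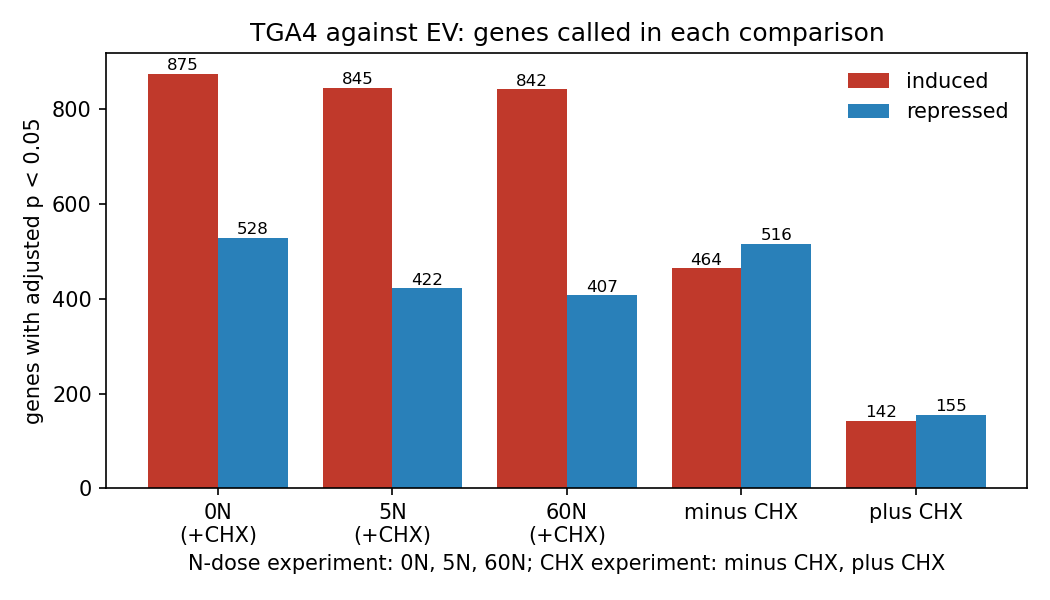
Number of genes DE between TGA4 and EV (adjusted p under 0.05, genes with an over-5-fold CHX response removed), induced in red and repressed in blue, at 0N, 5N and 60N in the N-dose experiment and without and with CHX in the CHX experiment. Induced genes number 875, 845 and 842 at the 3 doses, and 142 in the plus-CHX comparison.

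Among genes called at all 3 doses, 428 induced and 92 repressed genes met the rule for naming. LBD1 (AT1G07900, chromosome 1, 2442570 to 2443746, plus strand, 2 exons) rose from 0.713 ± 0.0853 CPM in EV_0N to 91.4 ± 7.77 CPM in TGA4_0N and from 0.688 ± 0.148 CPM in EV_60N to 106 ± 13 CPM in TGA4_60N (SD, n = 3). Its log2 fold changes were 6.98 ± 0.24, 7.65 ± 0.27 and 7.30 ± 0.24 at 0N, 5N and 60N (SE), with adjusted p of 5.99e-14, 1.31e-13 and 3.07e-14. ABO3 (AT1G66600, chromosome 1, 24848320 to 24849543, plus strand, 3 exons) rose from 3.76 ± 0.34 CPM to 145 ± 24.3 CPM at 0N (SD, n = 3), with log2 fold changes of 5.26 ± 0.22, 4.55 ± 0.21 and 4.45 ± 0.20 (SE). UMAMIT36 (AT1G70260, chromosome 1, 26456774 to 26459570, minus strand, 7 exons) rose by 5.71 ± 0.30, 4.02 ± 0.23 and 4.38 ± 0.24 (SE). The neighbouring genes AT5G23360 and AT5G23350 on chromosome 5 rose by 8.16 ± 0.48 and 6.38 ± 0.29 at 0N (SE). Repressed genes changed less. IAA11 (AT4G28640, chromosome 4, 14142063 to 14143969, plus strand) fell from 57.5 ± 5.76 CPM to 27.5 ± 3.62 CPM at 0N and from 45.8 ± 4.74 CPM to 14.3 ± 3.51 CPM at 60N (SD, n = 3), with log2 fold changes of -1.07 ± 0.17 and -1.68 ± 0.18 (SE). TPR12 (AT1G78120, chromosome 1, 29393813 to 29396105, minus strand) had log2 fold changes of -1.19 ± 0.22, -1.26 ± 0.23 and -1.80 ± 0.22 at the 3 doses (SE). TRM28 (AT5G03670), MYB112 (AT1G48000) and HCF243 (AT3G15095) fell by between 1.07 and 1.56 on the log2 scale at each dose. In the CHX experiment, LBD1 rose by 2.63 ± 0.40 and ABO3 by 2.96 ± 0.22 with CHX (SE), which is less than at any N dose. Of the named repressed genes, TRM28 was called with CHX (-1.2 ± 0.27, SE, adjusted p = 0.0184), while IAA11 (-0.70 ± 0.25, SE), TPR12 (-0.45 ± 0.40, SE), MYB112 (-0.21 ± 0.28, SE) and HCF243 (0.23 ± 0.32, SE) were not.

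The cis-motif TGACGT, the core that TGA factors bind, was counted in the 500 bp upstream of each annotated gene. It was present upstream of 138 of the 512 shared induced targets (27.0%) and of 2124 of 16696 other genes (12.7%), an odds ratio of 2.53 (two-sided Fisher's exact test, p = 3.464e-17). Among the 101 shared repressed targets, 7 had the motif (6.93%), an odds ratio of 0.511 (two-sided Fisher's exact test, p = 0.0973), which did not reach significance. The odds ratios were 2.54 and 0.528 with a replicate block. In the gene body the motif was more frequent in repressed targets than in other genes (odds ratio 1.60, p = 0.0239 by the same exact test). It was also more frequent there in induced targets (odds ratio 1.45, p = 4.22e-05 by the same exact test). For repressed targets this direction is opposite to the upstream one, which did not reach significance. Presence was scored over the whole gene body without matching on length, so longer genes are more likely to hold the motif. Of the named induced targets, LBD1, ABO3 and UMAMIT36 carry the motif in the 500 bp upstream, and AT5G23360 and AT5G23350 do not.

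The 60N and plus-CHX comparisons test the same vectors with CHX in separate experiments, and their agreement was measured over the 16616 genes tested in both. Of 1108 targets at 60N, 120 were called in the same direction in the plus-CHX comparison, or 10.8% (95% Wilson interval 9.13 to 12.8%). These are 42.6% (36.9 to 48.4%) of its 282 targets. The direction of change was the same in 79.4% of the 60N targets and in 89.4% of the plus-CHX targets, whether or not the gene was called in the other experiment. The shares were 13.8% and 36.6% with a replicate block. The median absolute log2 fold change of the 120 shared targets was 1.22 at 60N and 0.867 in the plus-CHX comparison, and 92 of them changed more at 60N. EV libraries with CHX differed between the experiments as well. Between EV_pChx and EV_60N, 10701 of 18373 genes (58.2%) were DE, 5642 higher and 5059 lower in EV_pChx (10166 with a replicate block, r = -0.0164 for same-numbered libraries against 0.00818). By the methods, the CHX experiment used the same N supply as 60N, so these comparisons are between experiments at one N dose.

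The N response of EV protoplasts with CHX was taken from the same N-dose libraries. Between 60N and 0N, 659 genes were DE (421 induced and 238 repressed), and between 5N and 0N 292 genes (190 and 102). The lists shared 152 genes, each in the same direction. Both comparisons use the same EV_0N libraries, which by itself favours a shared direction, so this agreement was not taken as evidence. Same-numbered libraries deviated together with r = 0.211 for EV_60N and EV_0N (against -0.107 for other pairs) and 0.0458 for EV_5N and EV_0N (against -0.022), and with a replicate block 714 and 299 genes were called. Fits of the 2 groups of each comparison alone called 35 and 56 genes, and DESeq2 called 958 and 741. The library labelled EV_60N replicate 1 differed from the others of its group. NIR1 (AT2G15620, chromosome 2, 6810395 to 6812941, plus strand), which encodes nitrite reductase, stood at 12.5 CPM in it, against 153 and 123 CPM in replicates 2 and 3, and 10.3 ± 2.25 CPM in EV_0N (SD, n = 3). LBD37 (AT5G67420) stood at 12.7 CPM against 143 and 88.7 CPM. The labels were kept. The mean of EV_60N for such genes is therefore an average over libraries that disagree, and its SD is wide (95.9 ± 73.7 CPM for NIR1). NIR1 rose by 3.81 ± 0.51 at 5N (SE, adjusted p = 0.00206) and by 3.23 ± 0.50 at 60N (SE, adjusted p = 0.00143). UPM1 (AT5G40850) rose by 2.24 ± 0.29 and 1.78 ± 0.28 (SE), and NIA1 (AT1G77760) by 2.17 ± 0.48 and 2.79 ± 0.48 (SE). Without the library labelled EV_60N replicate 1, 1004 genes were called at 60N.

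**Figure D3:**
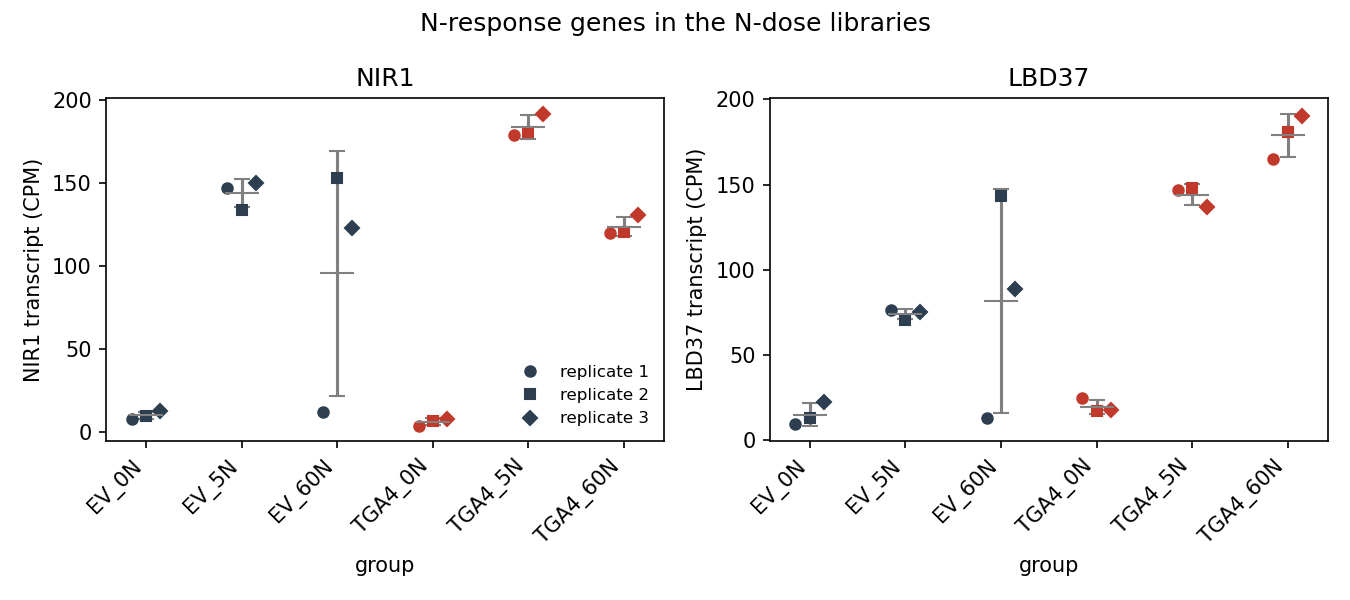
CPM of NIR1 and LBD37 in each library of the N-dose experiment, by group, with replicate numbers as symbols and the group mean ± SD in grey. In EV_60N, replicate 1 lies at 12.5 CPM (NIR1) and 12.7 CPM (LBD37), within the range of the 0N libraries or near it, while replicates 2 and 3 lie at 153 and 123 CPM (NIR1) and at 143 and 88.7 CPM (LBD37).

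To compare protoplasts with intact tissue, the response to 60N was measured in whole roots and in protoplasts labelled as without CHX. In roots, 9065 of 21007 genes (43.2%) were DE, 3661 induced and 5404 repressed. In protoplasts, 506 genes were DE, 322 induced and 184 repressed. With a replicate block the counts were 8673 and 404, and same-numbered libraries did not deviate together in this experiment (r = -0.0134 against 0.00444). An absolute log2 fold change of at least 1 left 2757 and 120 genes. DESeq2 called 1017 genes in protoplasts. The balance of directions depended on the method. In protoplasts, the excess of induced genes was small with RLE (277 induced and 250 repressed) and reversed with DESeq2 alone (438 and 579). In roots, the excess of repressed genes reversed in the fit of the 2 groups alone (4747 induced and 4540 repressed) and without a filter on low counts (4426 and 4136). It held in roots with DESeq2, RLE and a replicate block. Of the 506 protoplast genes, 329 (65.0%) were also DE in roots, against 42.6% of the other genes (odds ratio 2.50, one-sided Fisher's exact test, p = 1.042e-23), and 223 of the 329 changed in the same direction (65.4% overlap with a replicate block). The tissue by N interaction was significant for 5122 genes (4745 with a replicate block). Protoplasts and roots differed at 0N in 18140 genes, or 86.4% of those tested (18043 with a replicate block). The TMM-scaled log2 difference of protoplasts and roots at 0N had a median of -0.15 over all genes (-0.12 with RLE), so single differences are relative to that shift. The genes named for the CHX response stood nearer the CHX-treated level in Protoplast_0N. PROPEP4 was at 107 CPM there, against 0.642 CPM in EV_mChx and 203 CPM in EV_pChx. HCD1 was at 0.376 CPM, against 54 and 2.02 CPM. The experiments also differ in other ways, so an effect of CHX in these protoplasts was neither shown nor excluded. Tissue, growth conditions, cell wall digestion, transfection, sorting and any such effect differ together between these groups and cannot be told apart.

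Genes that changed in both tissues included BT2 (AT3G48360, chromosome 3, 17907767 to 17910738, minus strand, up to 5 exons), which rose from 1.39 ± 0.261 CPM to 220 ± 53.7 CPM in roots and from 3.34 ± 1.01 CPM to 52.1 ± 5.39 CPM in protoplasts (SD, n = 4). Its log2 fold changes were 7.31 ± 0.20 and 3.96 ± 0.20 (SE), with adjusted p of 4.01e-16 and 3.6e-11. BT1 (AT5G63160) rose by 6.70 ± 0.23 and 3.62 ± 0.20 and AT1G49500 by 5.30 ± 0.22 and 3.46 ± 0.35 (SE). NRT2.5 (AT1G12940, chromosome 1, 4416315 to 4418590, plus strand) fell from 3.53 ± 0.558 CPM to 0.0401 ± 0.0517 CPM in roots, below the floor of 3 counts, and from 42.3 ± 3.78 CPM to 21.3 ± 2.35 CPM in protoplasts (SD, n = 4). ARP1 (AT3G54770) had log2 fold changes of -0.59 ± 0.17 in roots and -3.08 ± 0.82 in protoplasts (SE), where it was at 0.745 ± 0.767 CPM at 0N (SD, n = 4). AT3G59580 fell by 4.15 in roots and by 0.96 in protoplasts on the log2 scale. Other N-response genes moved in opposite directions. NIA2 (AT1G37130, chromosome 1, 14158452 to 14161938, plus strand) went from 519 ± 57.1 CPM to 224 ± 11.3 CPM in roots and from 190 ± 9.30 CPM to 660 ± 62.3 CPM in protoplasts (SD, n = 4). NRT2:1 (AT1G08090) changed by -4.03 ± 0.21 in roots and 1.2 ± 0.28 in protoplasts (SE), and NRT1.1 (AT1G12110) by -1.35 ± 0.14 and 1.28 ± 0.16 (SE). NIR1 (0.86 ± 0.12 and 3.27 ± 0.15, SE) and LBD37 (1.04 ± 0.16 and 2.95 ± 0.18, SE) were induced in both. ASN1 (AT3G47340) rose by 6.86 ± 0.58 in roots (SE, adjusted p = 4.89e-09) and did not change in protoplasts (0.19 ± 0.32, SE, adjusted p = 0.834). No change of TGA4 was called in either tissue (0.00 ± 0.34 and 0.01 ± 0.34, SE). In protoplasts the value rests on a single high library in each group (228 CPM at 0N and 166 CPM at 60N), and it ran from -0.34 to 0.76 with single libraries left out.

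**Figure D4:**
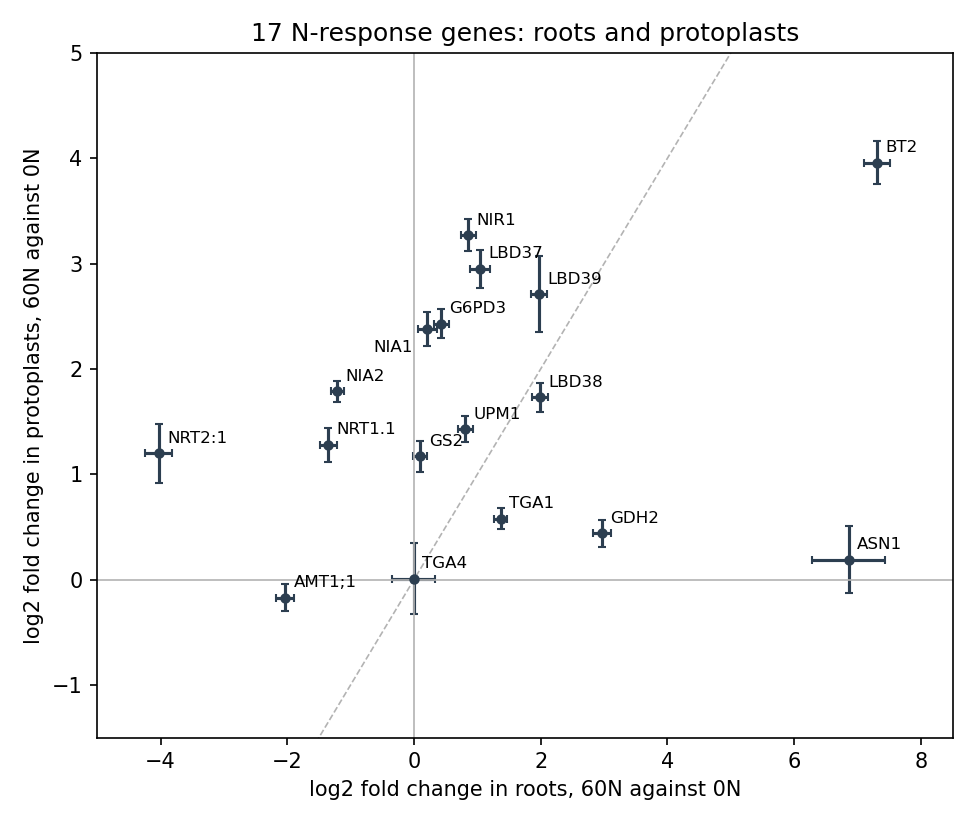
Log2 fold change of 60N against 0N for 17 N-response genes in roots (horizontal axis) and protoplasts (vertical axis), with SE bars and a dashed line of equal change. NIA2 (-1.21 in roots and 1.79 in protoplasts), NRT1.1 (-1.35 and 1.28) and NRT2:1 (-4.03 and 1.2) lie in the upper left quadrant, and BT2 (7.31 and 3.96) rose in both.

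The TFs of the study were chosen for an early N response in whole plants. In the roots analysed here, 25 of the 33 were DE at 60N (19 induced and 6 repressed), or 75.8% against 43.1% of the other genes (one-sided Fisher's exact test, p = 0.0001447). In protoplasts, 9 were DE, each induced (27.3% against 2.37% of the other genes, one-sided Fisher's exact test, p = 5.862e-08). With a replicate block the numbers were 25 and 8. In EV protoplasts with CHX, 5 of the 32 tested TFs were DE at 60N. TGA4 targets were more often N-responsive in roots than other genes. Of the targets tested in both experiments, 786 of 1385 at 0N (56.8%, against 41.9% of other genes), 703 of 1247 at 5N (56.4%) and 720 of 1227 at 60N (58.7%) were DE in roots. The odds ratios were 1.82, 1.78 and 1.97 (one-sided Fisher's exact test, p = 1.12e-26, 8.391e-23 and 3.423e-30), and 2.01, 1.94 and 2.08 with a replicate block.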

Values the study reported

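The study tested 33 N-early response TFs in the TARGET assay and reported 85,144 TF-target interactions at a false discovery rate under 0.05. The number of DE genes per TF ranged from 417 for VRN1 to 6028 for HSFB2A. Genes that responded more than 5-fold to CHX were removed from the lists of targets. The background of its enrichment tests held 20,662 genes expressed in protoplasts.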

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

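The tests on the library labelled EV_60N replicate 1, on the TGA4 transcript in protoplast libraries and on genes of sugar scarcity were chosen only after the result was seen. The counts of other splits, and the tests of depth, spread and mean expression, were chosen before it.

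In the groups of 4 libraries, 9 of 112 combinations of a measure and a group had a library far from the others by Dixon's criterion, where 5.6 are expected by chance. These were the total count of Protoplast_60N replicate 1 (9677719, others at least 12721572), the detected genes of Root_0N replicate 3 (23046, others at least 23146), AT3G59580 in Root_0N replicate 2 (0.585 CPM) and Root_60N replicate 1 (0.0552 CPM, others 0), TPS11 in Protoplast_60N replicate 1 (143 CPM, others at least 168), NRT2:1 in Protoplast_0N replicate 4 (6.41 CPM, others at most 3.33), GS2 in Root_60N replicate 4 (144 CPM, others at most 127), and TGA4 in Protoplast_0N replicate 2 (228 CPM) and Protoplast_60N replicate 1 (166 CPM). AT3G59580 is near or below the floor of 3 counts in roots. Apart from TGA4, no biological explanation was tested for these libraries, and their number is close to what chance gives.

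For TGA4 the other libraries of the groups lay between 54 and 62.6 CPM at 0N and between 77.2 and 82.2 CPM at 60N. Reads shared with the paralog TGA1 were tested first. The gap of TGA1 over its range in these libraries was at most 0.507, so TGA1 did not stand apart with TGA4. A library that differs in many genes was tested next: the larger ratio of genes far from the group to the median of the protoplast libraries was 2.77 (441 and 199 of 13822 genes), below the limit of 3 set for this test but not far from it. RNA from cells or libraries with the TGA4 vector may contribute, since the excess amounts to 2.84% and 1.44% of the TGA4 level in those libraries. Scores over 602 targets were -0.0518 and -0.0291, but at such shares most targets would hardly rise, so the scores do not decide. In Protoplast_0N replicate 2, LBD1 was at 0.881 CPM and ABO3 at 4.7 CPM, against 91.4 and 145 CPM in TGA4_0N. For these genes this goes against RNA from TGA4 libraries treated with DEX in that library. In Protoplast_60N replicate 1, LBD1 was at 1.61 CPM and ABO3 at 9.82 CPM. Its group ranged from 0.615 to 2.15 CPM and from 5.86 to 9.99 CPM. A share of 1.44% would add little beside that spread, so no conclusion is drawn for that library. TGA4-vector cells without DEX, in which targets need not be induced, were not tested, and the pattern cannot be told apart from carry-over of such cells.

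The N response differed between roots and protoplasts in 5122 genes by the interaction test, and in 22 of the 25 named genes tested. The difference in log2 fold change (protoplasts minus roots) was -3.35 for BT2, -3.08 for BT1, -1.84 for AT1G49500, -2.49 for ARP1, -5.69 for AT3G15450, -4.78 for TPS11, -6.14 for AT1G80440, -6.67 for ASN1, -2.52 for GDH2 and -0.79 for TGA1. It was 5.16 for NRT2.5, 3.20 for AT3G59580, 2.18 for NIA1, 3.0 for NIA2, 2.40 for NIR1, 5.23 for NRT2:1, 2.63 for NRT1.1, 2.0 for G6PD3, 0.63 for UPM1, 1.91 for LBD37, 1.06 for GS2 and 1.86 for AMT1;1. In the count of splits, 4 of 60 splits of the same kind gave as many interaction genes, the real one included. The other 3 exchanged 3 or 4 same-numbered pairs of protoplast libraries between the doses and gave 5172, 5662 and 5866 genes. Such an exchange reverses a small protoplast response and leaves the root response as it is, so these splits say little about chance. The count of splits thus does not decide. The 22 named genes had an adjusted p of at most 0.0403 (ARP1) in the interaction test, although 3 of them were picked by the smallest p. Fits that left out each library in turn called 4472 to 5194 genes. These values argue against chance for the named genes and against a result carried by a single library.

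More genes responded to N in roots (9065) than in protoplasts (506). With the root libraries thinned to the protoplast totals, 8607 root genes remained, against 551 in protoplasts in the same fit. Among genes with at least 5 mean CPM, 1619 changed by a log2 fold change of at least 1 in roots whatever the p, and 75 in protoplasts, so depth and the spread between replicates do not account for the difference. The splits of the same kind with as many genes numbered 1 of 8 in each tissue, the real one alone, with up to 46 genes in the others for protoplasts, and 1 of 8 for protoplasts against roots at 0N. With 8 splits the share cannot fall under 0.05. Growth conditions were not tested and cannot be told apart from tissue.

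ASN1, AT3G15450, TPS11 and AT1G80440, which rose by a log2 fold change of 6.86, 6.32, 5.18 and 6.16 in roots and of 0.19, 0.63, 0.40 and 0.02 in protoplasts, led to the hypothesis that the root groups differ in sugar or light status. In a list of 11 other genes of sugar scarcity, each was induced in roots at 60N, with log2 fold changes from 1.90 (DIN4) to 9.36 (SEN1). Their median of 3.97 lay at percentile 100 of 10000 random lists matched on mean expression. In protoplasts the median was 0.422, also at percentile 100, with 2 genes called, and in EV protoplasts with CHX 0.0338, at percentile 55.7. A difference in internal sugar status between Root_0N and Root_60N is a candidate explanation for part of the root response. The methods state the same sucrose supply and time of harvest for both root groups, which goes against a difference in supplied sugar. The explanation cannot be separated here from an effect of N on these genes or from the handling of the roots, and the list was written after the named genes were seen.

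The TGA4 effect differed with CHX in 24 genes, and in 3 of the 12 named genes tested: GRX480 (-3.27), SIAR1 (-1.71) and AT4G37432 (-2.48). As many genes came from 5 of 32 splits of the same kind, the real one included. The largest, with 1814 genes, exchanged all 3 pairs without CHX, and others gave 248, 32 and 149. Exchanging the vector labels at one CHX level turns the shared TGA4 effect into a difference, so the outcome of these splits was largely set in advance. They say little about chance, and the count of splits leaves the result open.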

How the results depend on the processing

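The alternatives covered the test, scaling, filter, replicate block, effect size and each library in turn. Of the values for comparisons, 367 stayed on the same side or within the set range, 69 moved (35 of them with a library or replicate number left out), 1 reversed and 1 became stronger. Of the values for named genes, 1215 were the same, 25 became weaker, 12 stronger and 21 reversed. The repeats without the library labelled EV_60N replicate 1 for derived results were chosen after seeing the data. The cause of the changes below was not tested unless stated.

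DESeq2 called 51 genes for TGA4 by CHX, 4 for TGA4 by N, 741 for the N response of EV at 5N and 1017 for protoplasts. Without a filter on low counts, 551 TGA4 targets were called with CHX, 131 genes for TGA4 by CHX, 1 for TGA4 by N, and 1004 and 718 for the N response of EV at 60N and 5N. With at least 10 counts in every library, 558 genes responded over 5-fold to CHX, and 13.8% of the 60N targets (13.78) were shared with the plus-CHX comparison. A replicate block gave 452 targets with CHX and shares of 13.77% and 36.56%. Fits of 2 groups alone gave 802 targets at 5N, and 35 and 56 genes for EV at 60N and 5N.

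With an absolute log2 fold change of at least 1, the counts were 4216 and 4364 for CHX in EV and TGA4, 4421 in place of the over-5-fold list, 276 and 85 for TGA4 targets without and with CHX, 487, 510 and 470 at 0N, 5N and 60N, 193 and 79 for EV at 60N and 5N, 2757 for roots, 120 for protoplasts, 2291 for tissue by N and 6269 for EV between experiments. Over all tested genes, the correlations across doses were 0.699, 0.731 and 0.688 (0.6985, 0.7306 and 0.6884). In the gene body, the odds ratio of the motif in repressed targets was 1.60 (1.596), reversed from 0.511 upstream, which did not reach significance. Without the library labelled EV_60N replicate 1, it was 0.361 upstream (p = 0.0412, Fisher's exact test), and 13.08% of the 60N targets were shared.

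With a library or replicate number left out, counts ran from 131 to 1004 for EV at 60N, 31 to 460 for EV at 5N, 274 to 492 for protoplasts, 11 to 33 for TGA4 by CHX, 802 to 1143 at 0N, 832 to 1386 at 5N, 724 to 1147 at 60N, 267 to 587 for shared targets, 89 to 434 for targets with CHX and 486 to 851 without. The share of 60N targets ran from 4.512 to 19.09% and that of plus-CHX targets from 38.94 to 58%. The odds ratio of the motif in repressed targets ran from 0 to 0.3812.

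Values that reversed belong to named genes that did not pass the threshold in the reported comparison. For TGA4 in protoplasts, the log2 fold change was -0.011 with DESeq2, -0.018 with RLE, -0.0066 without a filter and -0.0052 with at least 10 counts. For TGA4 in roots it was -0.0014 with a replicate block. With libraries left out, it ran from -0.3422 to 0.7633 for TGA4 in protoplasts, -0.05497 to 0.05269 for TGA4 in roots, -0.05132 to 0.2913 for ASN1 in protoplasts, and for EV at 60N from -0.2171 to 0.5615 for GS2, -0.09387 to 0.6658 for NRT2:1, -0.05974 to 0.8296 for NRT1.1 and -0.4238 to 1.191 for ASN1. At the depth of the CHX experiment, 192 of 200 simulated 3-fold TGA4 effects with CHX and 163 of 200 simulated 3-fold interactions were recovered.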

Other observations

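The tests on the library labelled EV_60N replicate 1, on EV_5N replicate 3, on EV_mChx replicate 2 and on FBH4 were chosen only after the result was seen. The counts of splits, and the tests on the numbers of TGA4 targets and on root N-response genes, were chosen before it.

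For the comparisons of 3 against 3 libraries, 4 splits part as many same-numbered pairs as the real one. Only the real split, 1 of 4, gave as many genes for the CHX response in EV and in TGA4, for TGA4 targets without CHX, with CHX, at 0N, at 5N and at 60N, for the N response of EV protoplasts at 60N and 5N, and for EV between experiments. The other splits of this kind gave 0 genes, except up to 4 for the N response of EV at 60N. With 4 splits the share cannot fall under 0.05. The 6 splits of other kinds gave up to 75 genes for the N response of EV at 60N and up to 57 for TGA4 targets with CHX. For the over-5-fold CHX response, 1 of 32 splits of the same kind gave as many genes, and for targets shared at the 3 doses 1 of 60, the others giving 0 in both. For TGA4 by N, 60 of 60 splits gave as many genes as the real count of 0 (797 at an unadjusted p under 0.05), which any split must.

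The library labelled EV_60N replicate 1 did not show the N response of its group. Over 493 genes called in protoplasts without CHX, its mean signed log2 difference was -0.394, against 0.511 and 0.182 in EV_60N replicates 2 and 3 and -0.18 to -0.0381 in EV_0N. The score lies outside the range of EV_0N, on the side away from EV_60N. A mislabelled or untreated sample may be the cause, and other measures do not agree on where the library lies. Its chi-square per degree of freedom was 11.8 against EV_60N replicate 3 (27.0 against replicate 2), and its first principal component of -21.9 lay between those of EV_60N replicates 2 and 3 (-25.3 and -15.2) and apart from EV_0N (-39.2 to -37.2). Principal component 3, at 1.73 in this library, was nearer to EV_0N (11.4 to 22.3) than to EV_60N replicates 2 and 3 (-31.5 and -32.2). The explanation is left open. Depth is not: the library had 22401 detected genes and 10.8 M counts (M, megacounts), within the ranges of the other EV libraries (20718 to 22851, and 8.36 to 16.2 M). It was not a copy of an EV_0N library, since its lowest chi-square per degree of freedom against one was 13.8, above the 5.46 to 11.3 between EV_0N libraries.

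Fewer TGA4 targets were called in the plus-CHX comparison (298 on the shared gene IDs) than at 60N (1240). With the N-dose libraries thinned to the plus-CHX totals (2.81 to 8.02 M), 935 targets remained at 60N. In fits of the 6 libraries alone the counts were 1041 and 273. Neither library depth nor the number of libraries that share the spread removed the difference. By the methods the N dose was the same. Other differences between the experiments, such as batch, were not tested.

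TGA4 targets held more root N-response genes than lists matched on mean expression. Of 1000 such lists per dose, 0 had as many, the matched means being 43.9%, 43.6% and 43.7% (SD 1.22, 1.34 and 1.30), against 56.8%, 56.4% and 58.7%. The mean expression of the targets thus does not account for the enrichment.

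EV_5N replicate 3 and EV_mChx replicate 2 lay apart from their groups. Thinned to the lowest total of the experiment, EV_5N replicate 3 had 20633 detected genes (others at least 21432), and its log2 ratio to the other libraries of its group correlated with gene length across 12758 genes (Spearman's rho 0.507; GC content 0.251). Low complexity and a gene length bias are both candidate explanations. EV_mChx replicate 2 had 19944 detected genes (others at least 21616), which may reflect low complexity, and no such relation with length (rho 0.0533 over 14730 genes; GC content 0.0335). Genes are not independent replicates.

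FBH4, one of the TFs of the study, varied within groups, with 160 CPM in EV_5N replicate 3 against 13.4 and 12.3 CPM in the other EV_5N libraries. RNA from other TF-vector cells was considered, in which case several of the TFs might vary in this way. With all 18 libraries, 4 of 32 tested TFs (LBD38, HHO2, FBH4 and LBD37) had a within-group spread above the 99th percentile of genes matched on mean expression. The test was then repeated without the library labelled EV_60N replicate 1, in which N-response genes such as LBD37 stand apart, and 1 of 32 (FBH4) remained. The first count met the criterion set for RNA from other TF-vector cells and the repeat did not, and the repeat was chosen after the first was seen. The question is left open.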
